A study of Mus musculus with 6 samples. Its data were reported in "IFN-I-mediated neutropoiesis bias drives neutrophil priming and inflammatory comorbidities" (2025).

How the data were processed

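RNA was sequenced from neutrophils of mouse bone marrow, sorted as CD45+ CD11b+ Ly6G+ cells, in 3 libraries of control mice (Ctrl) and 3 of mice with silk ligatures on the molars for 14 days (Lig). According to the paper's methods each replicate was a pool of neutrophils of several mice, and reads were paired-end. Group and replicate number were taken from the labels of each sample. Per the labels, reads were trimmed with cutadapt 1.9, checked with FastQC and mapped to GRCm38. The aligner, the quantification program, the strandedness of the libraries and the annotation release are not given in the sources used here.

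The table deposited by the authors holds 55401 genes with 6 columns of FPKM (fragments scaled to transcript length in kilobases and to mapped fragments) and 6 columns of expected counts. The deposited FPKM had no further scaling between samples. The deposited expected counts were whole numbers, but they did not look like counts of read pairs. For genes with 1 annotated transcript, at least 99.27% of values per library lay within 1% of FPKM times transcript length times a constant of the library, a relation that true counts could also show. Of values from 1 to 16, 34.5% to 35.4% per library were multiples of 4, where an even spread gives 25%. The counts therefore appeared to be back-calculated from coverage with about 4 counts per read pair, which the sources do not state. Gene identifiers were compared with GENCODE M21, in which 55141 were found, 94.2% of them with identical coordinates. Total counts per library were 50605309 to 61455112, which would be roughly 12.7 to 15.4 M pairs at 4 counts each. The 10 most abundant genes held 11.4% to 13.96% of counts.

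Tests, gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The test planned for single genes was limma on log2(FPKM + 1), since the labels described FPKM only. Because the table also held counts, edgeR quasi-likelihood on the counts, planned as an alternative, was made the main test from the unit of the values, before calls were compared, and the planned test is reported beside it. Genes with a mean FPKM of at least 1 over the 6 libraries were tested (9632 genes). Counts were scaled by TMM (edgeR 4.0.16 in R 4.3.3), whose factors were 1.01 to 1.04 in Ctrl and 0.97 to 0.98 in Lig, and 1 coefficient was fitted for the group without covariates. P values were 2-sided and adjusted by Benjamini and Hochberg with a threshold of 0.05, and the SE of a log2 fold change was its size divided by the square root of the F statistic. The common dispersion was 0.0354. FPKM, limma 3.58.1 and a pseudocount of 1 were used for the planned test, with an intensity trend.

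In all, 39 gene lists on neutrophil biology, other marrow cell types, RNA quality and genes that the study names were tested as sets with limma's camera at a preset correlation between genes of 0.01, adjusted over the 37 lists with at least 5 tested members. Of the 37 lists, 21 passed at the preset correlation, 7 upwards and 14 downwards, and none passed with an estimated correlation. fry, which asks whether the genes of a list move one way on balance, called 20, and its mixed form, which counts change in either direction, called 34; neither compares a list with other genes. Each list is also given as the count of genes past the threshold over all genes tested and adjusted over the list alone. The mean log2 CPM (counts scaled to library size) of a list's tested genes served as its level per library.

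Gene Ontology terms of 10 to 500 tested genes were tested by one-sided Fisher's exact test against the tested genes that carry any term. The design named biological process terms, but the table does not mark the kind of term, so that all terms were used. Some terms that the study's text names, for neutrophils or for progenitors, were tested with camera where at least 5 genes were tested. The rule for named genes took the 10 largest increases and the 10 largest decreases among called genes with at least 5 FPKM in the higher group and groups that do not overlap, leaving out predicted genes, pseudogenes and antigen receptor segments. It also took up to 4 genes with the smallest p of each list, the genes that the study names and the genes of the sort; a few of the genes so chosen are not reported here. The following genes lie outside the rule, were chosen after their values were seen and are named to spell out counts of 5 or fewer or an overlap: *Mndal*, *H2-D1*, *H2-Eb1*, *Dusp1*, *Prom1*, *Tubb5*, *Ccrl2*, *Ccr1*, *Hk2*, *Myd88*, *Sod1*, *Csf3*, *Vegfa*, *Egr1*, *Cd24a*, *Lck*, *Ahnak*, *Fcgr4*, *Evi2a*, *Evi2b*, *Gm49368* and *mt-Atp6*. Of the genes the study names, *Pparg*, *Ly86* and *Ifnb1* lay under the filter, and *Rarb* and *Ifna1* were listed at 0 in every library.

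Alternatives covered the filter, pseudocount, scaling, weights, intensity trend, a block for replicate number, leaving out each library in turn, DESeq2 1.42.0, the set tests and the size of terms. Library size without TMM, counts divided by 4 and the Gene Ontology counts under each gene setting were added after seeing the data. The main test was tested on simulated data in which 200 genes were changed in libraries of the same size, with each gene's own mean and dispersion. Over 10 draws it called 32% of genes changed 1.5-fold, 74.4% of those changed 2-fold, 91.6% at 3-fold and 93% at 4-fold, and 6.4% of calls were false. The number of draws was raised to 10 after the first one, in which the share of false calls was higher. The replicate numbers were checked for pairing: deviations from the group mean correlated at -0.096 to 0.039 between libraries of the same number and at -0.066 to 0.125 between others.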

Results

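Gene expression was measured by RNA sequencing in neutrophils sorted from mouse bone marrow as CD45+ CD11b+ Ly6G+ cells. The Ctrl group had 3 libraries from mice without ligatures, and the Lig group had 3 libraries from mice whose molars carried silk ligatures for 14 days, a model of periodontitis. Each library was made from a pool of cells of several mice. Total counts per library ranged from 50605309 to 61455112 on the deposited scale. If 4 of these counts stand for 1 read pair, as low values give reason to assume, the libraries held roughly 12.7 to 15.4 M pairs. The comparison of Lig with Ctrl asks how the transcriptome of marrow neutrophils differs between mice with and without ligatures. The paper describes no sham procedure for these controls, so effects of the procedure cannot be told apart from those of gum inflammation. Expression is given below as the deposited FPKM (mean ± SD, n = 3 per group), and changes as the log2 fold change of Lig over Ctrl (± SE) from edgeR on the deposited counts. Coordinates are those of the deposited table on GRCm38.

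The libraries carried the transcripts that the sort selects for. *Ly6g* stood at 331 ± 6.55 FPKM in Ctrl and 392 ± 18.2 in Lig, *Itgam* (CD11b) at 208 ± 38.6 and 258 ± 4.86, and *Ptprc* (CD45) at 55.3 ± 4.03 and 58.5 ± 2.43. The calgranulin gene *S100a9* was the most abundant transcript in each library, with 45060 ± 3267 FPKM in Ctrl and 56760 ± 3156 in Lig. The receptor for G-CSF, *Csf3r*, stood at 702 ± 18.1 and 722 ± 14.7 FPKM. Of these, *Ly6g* (log2 fold change 0.32 ± 0.05, edgeR adjusted p = 0.0153) and *S100a9* (0.41 ± 0.07, adjusted p = 0.018) rose, while *Itgam* (adjusted p = 0.101), *Csf3r* (0.108) and *Ptprc* (0.203) did not pass the threshold. *Itgam* shares its strand with the overlapping gene *Gm49368*, which had 182.79 FPKM in Ctrl and 180.91 in Lig. Across genes, which are not independent replicates, Pearson correlation of log2(FPKM + 1) was 0.9771 to 0.9841 within groups and 0.9707 to 0.9756 between them. The first principal component held 37.8% of the variance and placed the Ctrl libraries at -19.46 to -11.9 and the Lig libraries at 12.46 to 17.23.

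Libraries of ligated mice carried more mRNA of interferon-induced antiviral genes and of secondary granule proteins. They carried less mRNA of DNA replication genes, ribosomal proteins, several chemokines and markers of erythroid and B cells, and whether neutrophils or other cells in the sorted pool lost it was not measured. The lists passed with camera's preset correlation, and with an estimated correlation 0 of 37 lists passed. At the preset correlation, splits of the libraries that mix Ctrl and Lig also passed 2 to 18 lists, against 21 in the real split. A list call at that setting is therefore weak evidence of a group difference when taken alone. Of 9632 genes tested, 381 rose and 619 fell in Lig (edgeR, adjusted p under 0.05), and most changes were small, with a median absolute log2 fold change of 0.5 among the genes called. A change of at least 2-fold was found for 12 genes that rose and 111 that fell. Groups did not overlap for 3353 genes (34.8%), where chance gives 10%. limma on log2(FPKM + 1), the test first planned, called 165 genes higher and 699 lower, of which 158 and 553 were also called by edgeR in the same direction. The balance of higher and lower calls moved with the scaling: 38.1% of calls were higher with TMM, 19.1% with limma on FPKM, 16.4% with library size alone (176 higher and 896 lower, added after seeing the data) and 7.3% with FPKM rescaled to TPM (97 and 1232). Rescaling to TPM moved the median log2 fold change of all genes to -0.144. Leaving out 1 library lowered the number of genes called to between 278 (without Lig replicate 3) and 694 (without Ctrl replicate 2).

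The largest increases among well expressed genes were those of *Cmah* and *Wfdc17*. *Cmah* encodes the hydroxylase that makes N-glycolylneuraminic acid and lies on chromosome 13 at 24327404 to 24477285. It rose from 3.36 ± 0.908 to 8.84 ± 0.626 FPKM (log2 fold change 1.47 ± 0.18, adjusted p = 0.00646). *Wfdc17*, a small secreted protein of the whey acidic protein family (chromosome 11, 83703991 to 83706268), rose from 23.6 ± 3.95 to 60.9 ± 4.87 FPKM (1.44 ± 0.15, adjusted p = 0.00435). The other genes among the 10 largest increases were *Oas1g*, *Mapre2* (1.05 ± 0.09), *Rnf6* (0.99 ± 0.12), *Fiz1* (0.97 ± 0.14), *Mapk6* (0.91 ± 0.06), *Egr3* (0.88 ± 0.19), *Ifitm1* and *Oas1a*. *Mapk6*, an atypical MAP kinase gene, went from 23.3 ± 0.186 to 41.4 ± 3.02 FPKM. Of the 10 largest decreases, 8 were genes of red blood cells and their precursors or of water and gas exchange: *Slc4a1*, *Hbb-bt*, *Hba-a1*, *Hba-a2*, *Alas2*, *Car1*, *Aqp1* and *Hbb-bs*. The remaining decreases were those of the heat shock gene *Hspa1a* (-1.64 ± 0.39) and of *Evi2* (chromosome 11, 79513385 to 79530589), which fell from 24.5 ± 0.991 to 7.72 ± 0.247 FPKM (-1.59 ± 0.07, adjusted p = 0.000279). *Evi2* overlaps *Evi2a* and *Evi2b* on the same strand, so that reads may be shared between them. *Evi2a* went from 6.62 to 14.83 FPKM (edgeR adjusted p = 0.178) and the more abundant *Evi2b* from 130.73 to 89.78 (0.632).

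Of these 20 genes, 17 kept their call in each of the 6 fits without 1 library, and the calls of *Car1*, *Hspa1a* and *Egr3* were lost in at least 1 of them. limma on FPKM gave *Hspa1a* an adjusted p of 0.0775 and *Egr3* 0.0645. Of all 172 genes named under the rule given with the methods, 117 passed the threshold, and in 116 of these, all but *Klf6*, the 3 libraries of 1 group lay apart from the 3 of the other. Lack of overlap was a condition for the 20 genes above and is favoured by a small p, so that this count is no separate support. In the fits without 1 library, 60 of the 117 were called each time, and *Bcl2a1d*, *Irak4*, *Klf6*, *Sting1*, *Gzmb* and *Mzb1* in none of the 6. *Axl*, *Casp4*, *Cd2*, *Ceacam1*, *Cenpa*, *Col1a1*, *Ctss*, *Egr3*, *Hspa1a*, *Hspe1*, *Mmp25*, *Pgd*, *Rac2*, *Tcf7* and *Trbc2* were called in 1 of them. *Gata1*, *Gstm1*, *Hdc*, *Hmgb2*, *Hsph1*, *Mcm7*, *P4hb*, *Rarg*, *Rel*, *S100a9*, *Sdc1*, *mt-Co3* and *mt-Rnr2* were called in 2.

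Genes induced by type I interferon rose as a group. Of 53 tested, 14 rose, 1 fell and 38 did not pass. Adjusted over the list alone, 24 rose and 2 fell, and 47 had a positive fold change with a median of 0.33 (0.22 with limma on FPKM and 0.16 with TPM). camera gave the list an adjusted p of 5.79e-13 with the preset correlation, and the adjusted p was 0.153 with an estimated correlation. *Ifitm1*, a membrane protein that restricts virus entry (chromosome 7, 140967221 to 140969825), rose from 105 ± 0.701 to 179 ± 8.27 FPKM (0.84 ± 0.06, adjusted p = 0.00193). Its relative *Ifitm3* rose from 513 ± 26.4 to 691 ± 18.2 FPKM (0.50 ± 0.06, adjusted p = 0.00652). *Oas1a* and *Oas1g*, which belong to the family of 2'-5'-oligoadenylate synthetases that sense viral RNA, rose by 0.83 ± 0.09 (adjusted p = 0.00483) and 1.28 ± 0.13 (adjusted p = 0.00435). *Oas1g* was scarce, at 2.39 ± 0.178 FPKM in Ctrl and 5.51 ± 0.66 in Lig. The gene that fell was *Mndal* (-0.49 ± 0.12, adjusted p = 0.0435). The *Oas1* and *Ifitm* genes have near-identical relatives, so that reads may be shared between them.

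The receptors and signal transducers of type I interferon were not called as a group (18 tested, median 0.05 with TMM and negative with limma on FPKM, TPM and library size, camera adjusted p = 0.662). Their mean was -0.006. None of the 18 rose and 2 fell, and 1 rose and 2 fell adjusted over the list alone. *Socs3*, an inhibitor of cytokine receptor signalling, fell from 639 ± 80.4 to 358 ± 7.95 FPKM (-0.77 ± 0.10, adjusted p = 0.0078), and *Sting1*, the adaptor of cytosolic DNA sensing, fell by 0.66 (adjusted p = 0.0486). *Ifnar1* stood at 22.1 ± 3.9 FPKM in Ctrl and 23.4 ± 2.65 in Lig (adjusted p = 0.539). The list of interferon gamma response and antigen presentation genes went down in camera (21 tested, 1 up and 5 down, adjusted p = 0.023), with an adjusted p of 0.225 with an estimated correlation. Adjusted over the list alone, 1 rose and 6 fell. Its mean was -0.17, while its median was 0.03 with TMM and negative with edgeR at a mean FPKM of at least 5 (-0.05) or with library size (-0.05). It was negative with limma on FPKM (-0.05), also after rescaling to TPM, quantile normalization or scaling without the 50 most abundant genes (-0.003), which left it at 0.03 with edgeR. The genes that fell were *H2-Ab1*, *H2-Aa*, *H2-Eb1* and *Cd74*, which serve MHC class II presentation, and *Cd274* (PD-L1), which went from 47.3 ± 0.361 to 36 ± 1.55 FPKM. *H2-D1*, a class I gene, rose by 0.18 ± 0.04 (adjusted p = 0.0455). B cell markers fell by 0.80 ± 0.09 (log2, mean of the list, SE) in the same libraries. The call of the list was lost without Ctrl replicate 2 (adjusted p = 0.0703), Lig replicate 1 (0.117) or Lig replicate 2 (0.0958), without a filter (0.108) and with a block for replicate number (0.0722). It was also lost with limma on FPKM (0.158), with TPM (0.12) and with limma scaled without the 50 most abundant genes (0.174).

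Secondary granule genes rose together. Of 21 tested, 17 rose and none fell, and 20 rose when adjusted over the list alone. The median log2 fold change was 0.32 with TMM, 0.25 with limma on FPKM and 0.17 with TPM, and the list's share of all counts went from 7.3% in Ctrl to 8.8% in Lig. camera gave an adjusted p of 3.17e-14 with the preset correlation, and the adjusted p was 0.0765 with an estimated correlation. *Ltf* (lactoferrin; chromosome 9, 111019271 to 111042767) rose from 4072 ± 153 to 5121 ± 42.1 FPKM (0.41 ± 0.05, adjusted p = 0.00575). *Ngp*, an abundant granule protein gene of the same chromosome, rose from 17100 ± 434 to 21130 ± 404 FPKM (0.38 ± 0.04, adjusted p = 0.00448). The cathelicidin gene *Camp* rose from 3167 ± 36.1 to 3910 ± 236 FPKM (0.38 ± 0.05) and *Chil3* from 901 ± 8.26 to 1110 ± 23.9. *Ifitm6*, which the list holds although it belongs to the *Ifitm* family of membrane proteins, rose from 570 ± 26.4 to 841 ± 22.9 FPKM. The siderophore-binding *Lcn2* rose by 0.32 ± 0.04 (adjusted p = 0.00665). In the same libraries the mean log2 level of erythroid markers fell by 1.48 ± 0.21 (SE).

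Primary granule genes, made at the promyelocyte stage, were not called as a group (17 tested, 1 up and 1 down, 1 up and 4 down adjusted over the list alone, median -0.16, camera adjusted p = 0.432). The genes called were not granule proteases themselves: *Serpinb1a*, an inhibitor of them, rose by 0.50 ± 0.05 (adjusted p = 0.00435) and *Gstm1*, a glutathione transferase gene, fell by 0.93 (adjusted p = 0.0285). *Mpo* stood at 75.4 ± 1.87 FPKM in Ctrl and 45.8 ± 11.2 in Lig (adjusted p = 0.0517), *Elane* at 46.4 ± 3.67 and 30.6 ± 6.85 (adjusted p = 0.0839), and *Prtn3* at 11.6 ± 3.86 and 11.7 ± 2.93 (adjusted p = 0.874). Of 16 tertiary granule and secretory vesicle genes, 3 rose (*Mmp9*, *Fpr2* and *Mmp25*) and none fell. *Mmp25* was called in 1 of 6 fits without 1 library and not by limma on FPKM (adjusted p = 0.0588). Adjusted over the list alone, 6 rose and 1 fell (median 0.16, camera adjusted p = 0.0577, and 0.00673 without a filter). Without 1 library the list's camera adjusted p was 0.00862 to 0.202, and 2 of the 6 fits passed. The gelatinase gene *Mmp9* rose from 1569 ± 68 to 1839 ± 4.44 FPKM (0.30 ± 0.05, adjusted p = 0.015). Genes linked to neutrophil extracellular traps rose as a list (20 tested, 11 up and none down, 13 up and 3 down adjusted over the list alone, median 0.21, camera adjusted p = 0.000473). With an estimated correlation the adjusted p was 0.158, and it was 0.114 after quantile normalization. Of its 20 members, 15 also belonged to another list, mostly of granule and oxidase genes. *S100a8* went from 14290 ± 1064 to 18910 ± 1187 FPKM (0.48 ± 0.08, adjusted p = 0.0136), and *Cd177* from 1094 ± 24.1 to 1281 ± 27.3 (0.30 ± 0.04, adjusted p = 0.0109).

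Mature neutrophil genes were higher in Lig as a list (32 tested, 9 up and 3 down, 15 up and 4 down adjusted over the list alone, median 0.10, camera adjusted p = 0.0138), but the median was -0.06 with TPM and -0.01 after quantile normalization. The adjusted p was 0.398 with an estimated correlation. *Steap4*, a metalloreductase gene (chromosome 5, 7960457 to 7982213), rose from 1.32 ± 0.09 to 4.06 ± 0.295 FPKM (1.70 ± 0.13, adjusted p = 0.00225), and *Rgs2*, a regulator of G protein signalling, rose from 57.5 ± 5.49 to 79.5 ± 7.08 (0.55 ± 0.09). The genes that fell were *Hcar2*, the niacin receptor (584 ± 14.9 to 405 ± 8.69 FPKM, -0.46 ± 0.05), *Itgax* and *Dusp1*. Among 29 genes of immature neutrophils and their progenitors, 5 rose and 3 fell (6 up and 8 down adjusted over the list alone, median -0.15, camera adjusted p = 0.475, and 0.0315 downwards after quantile normalization). The 5 were the granule genes *Ngp*, *Chil3*, *Ltf* and *Camp* with the stem cell marker *Prom1*, and the 3 were *Tubb5* and the progenitor transcription factors *Myb* (-0.69 ± 0.10) and *Sox4* (-1.15 ± 0.16). Of 27 neutrophil transcription factors, *Klf6* rose, *Klf4* and *Id1* fell, with 2 up and 7 down adjusted over the list alone (median -0.13). camera on the edgeR values did not call the list (adjusted p = 0.0573), nor did an estimated correlation (0.398). It was called downwards with limma on FPKM (0.0197), TPM (0.0103), quantile normalization (0.000814), library size (0.0208) and at a mean FPKM of at least 5 (0.0298). *Cebpe* stood at 96.4 ± 11.8 FPKM in Ctrl and 99.4 ± 13.3 in Lig (adjusted p = 0.55), and *Cebpb* at 1810 ± 56.3 and 1516 ± 83.2 (adjusted p = 0.0695). The mature neutrophil call was lost without Ctrl replicate 1 (adjusted p = 0.0924), with limma on FPKM (0.0555), library size (0.0512) and TPM (0.169). It was also lost at a mean FPKM of at least 5 (0.291) and after quantile normalization, where the direction turned down (0.894).

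Chemotaxis and adhesion genes were higher as a list (37 tested, 6 up and 3 down, 14 up and 4 down adjusted over the list alone, median 0.11 with TMM and -0.05 with TPM, camera adjusted p = 0.0275). The adjusted p was 0.398 with an estimated correlation. *Cxcr1*, a receptor for CXC chemokines, rose from 1.94 ± 0.147 to 4.09 ± 0.836 FPKM (1.15 ± 0.19, adjusted p = 0.0148), and the formyl peptide receptor gene *Fpr2* from 149 ± 2.38 to 179 ± 10.2 (0.34 ± 0.06). The integrin gene *Itga4* fell by 0.46 (adjusted p = 0.0105), and the receptors *Ccrl2* and *Ccr1* also fell. Glycolysis genes were higher as a list (23 tested, 7 up and 1 down, 9 up and 2 down adjusted over the list alone, median 0.16 with TMM and -0.001 with TPM, camera adjusted p = 0.0249, and adjusted p = 0.398 with an estimated correlation). *G6pdx*, which opens the pentose phosphate pathway, rose from 194 ± 2.92 to 248 ± 10.9 FPKM (0.43 ± 0.05, adjusted p = 0.00474), *Pgk1* rose by 0.30 ± 0.05 and the hexokinase gene *Hk2* fell by 0.48. Toll-like receptor and NF-kB genes were called higher (41 tested, 5 up and none down, 7 up and 1 down adjusted over the list alone, camera adjusted p = 0.0304), with a median of 0.06 that was negative with limma on FPKM, TPM and library size. With an estimated correlation its adjusted p was 0.277, and the genes that rose were *Rel*, *Casp4*, *Irak4*, *Bcl2a1d* and *Myd88*. In the 6 fits without 1 library *Irak4* and *Bcl2a1d* were not called in any, *Casp4* in 1 and *Rel* in 2, and limma on FPKM did not call *Rel*, *Casp4* or *Irak4*. The calls of these 3 lists were lost with TPM (adjusted p = 0.181, 0.0675 and 0.0853 in the order given), at a mean FPKM of at least 5 (0.194, 0.157 and 0.318), after quantile normalization (0.559, 0.21 and 0.248) and with library size (0.0785, 0.0587 and 0.0512). limma on FPKM did not call the Toll-like receptor list (0.0583). Without 1 library they reached 0.0684 (chemotaxis, Lig replicate 3), 0.112 (glycolysis, Ctrl replicate 1), 0.129 (Toll-like receptors, Ctrl replicate 3) and 0.0694 (Toll-like receptors, Lig replicate 1).

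NADPH oxidase and redox genes went both ways (32 tested, 7 up and 4 down, 12 up and 6 down adjusted over the list alone, median 0.14 with TMM and -0.02 with TPM). camera on the edgeR values did not call the list (adjusted p = 0.125), limma on FPKM called it upwards (0.0235), and with an estimated correlation it was not called (0.398). Of the genes that rose, *Rap1a* went from 20 ± 0.197 to 24.1 ± 0.831 FPKM and *Rac2*, a GTPase that switches on the oxidase, from 511 ± 12.9 to 571 ± 21. The call of *Rac2* was kept in 1 of 6 fits without 1 library, and limma on FPKM did not make it (adjusted p = 0.0729). Those that fell were the antioxidant genes *Prdx2* (-1.13 ± 0.13), *Gclc* (-0.76 ± 0.13), *Txnrd1* (-0.41 ± 0.06) and *Sod1*. *Prdx2* is abundant in red blood cells, and erythroid markers fell in the same libraries.

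Cytokine and chemokine genes were lower as a list (30 tested, 1 up and 5 down, 1 up and 6 down adjusted over the list alone, median -0.25, camera adjusted p = 0.0091). With an estimated correlation the adjusted p was 0.15, and with TPM it was 0.0501. In the same libraries the mean log2 level of monocyte and macrophage markers fell by 0.48 ± 0.05 and of dendritic cell markers by 0.68 ± 0.10 (SE). *Tnf* (chromosome 17, 35199381 to 35202007) rose from 93 ± 13 to 141 ± 5.9 FPKM (0.67 ± 0.09, adjusted p = 0.00925). The neutrophil attractants *Cxcl3* (34.1 ± 1.54 to 19.3 ± 1.88 FPKM, -0.74 ± 0.08, adjusted p = 0.00441) and *Cxcl1* (4.93 ± 0.49 to 2.74 ± 0.152, -0.77 ± 0.12) fell, as did *Ccl4* (49 ± 3.04 to 29.7 ± 2.56, -0.65 ± 0.10), *Csf3* and *Vegfa*. *Il1b* stood at 358 ± 8.15 FPKM in Ctrl and 298 ± 28.8 in Lig (adjusted p = 0.143), and *Il6* at 3.97 ± 1.08 and 1.89 ± 0.792 (adjusted p = 0.11). Immediate early genes, which answer within minutes to stimulation and to cell handling, were lower as a list (29 tested, 3 up and 9 down, 4 up and 13 down adjusted over the list alone, median -0.18, camera adjusted p = 0.000625). The adjusted p was 0.398 with an estimated correlation. *Egr1*, *Egr3* and *Klf6* rose. *Ier3* fell from 217 ± 18.4 to 121 ± 17.6 FPKM (-0.77 ± 0.12), *Gadd45b* from 406 ± 9.96 to 268 ± 6.84 (-0.53 ± 0.05) and *Klf4* from 17.4 ± 1.4 to 9.77 ± 0.638 (-0.76 ± 0.08).

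Genes of DNA replication fell. Of 22 S phase genes, none rose and 13 fell, and 16 fell when adjusted over the list alone (median -0.56, camera adjusted p = 4.56e-10, and adjusted p = 0.225 with an estimated correlation). The replicative helicase genes *Mcm6* (6.48 ± 0.354 to 3.6 ± 0.417 FPKM, -0.77 ± 0.10, adjusted p = 0.00801), *Mcm4* (13.6 ± 0.179 to 9.19 ± 0.636, -0.49 ± 0.07, adjusted p = 0.0105) and *Mcm2* (4.41 ± 0.577 to 2.25 ± 0.417, -0.89 ± 0.15, adjusted p = 0.0161) were among them. G2/M genes were lower as a list (27 tested, 1 up and 1 down, 1 up and none down adjusted over the list alone, median -0.27, camera adjusted p = 0.0304, and adjusted p = 0.644 with an estimated correlation), with *Hmgb2* up and *Cenpa* down. Ribosomal protein genes fell, 31 of 81 with none rising, and 50 fell when adjusted over the list alone (median -0.28, camera adjusted p = 4.55e-12, and adjusted p = 0.225 with an estimated correlation). *Rpl12* went from 12.8 ± 0.477 to 7.78 ± 0.428 FPKM (-0.64 ± 0.07, adjusted p = 0.00472) and *Rpl10a* from 23.9 ± 2.18 to 14.1 ± 0.696 (-0.68 ± 0.08, adjusted p = 0.00575). In the same libraries the mean log2 level of erythroid markers fell by 1.48 ± 0.21, of B cell markers by 0.80 ± 0.09 and of stem and progenitor markers by 0.64 ± 0.18 (SE). The G2/M call was lost without Ctrl replicate 1 (adjusted p = 0.164) or Lig replicate 1 (0.256), with TPM (0.0853), with library size (0.0512) and at a mean FPKM of at least 5 (0.552).

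Heat shock and proteasome genes were not called as a group (36 tested, none up and 5 down, 8 down adjusted over the list alone, median -0.04, camera adjusted p = 0.0668), and were called downwards with limma on FPKM (0.0388), TPM (0.0128), quantile normalization (0.0181), library size (0.045) and at a mean FPKM of at least 5 (0.0322). The 5 were the chaperone genes *Hspd1* (-0.73 ± 0.11), *Hspe1*, *Hsph1*, *Hspa1a* and *Hspa1b* (-1.29 ± 0.21), of which *Hspa1a* and *Hspa1b* are near-identical copies. Of 30 genes of endoplasmic reticulum stress and protein folding, none rose and *Hyou1* (-0.53 ± 0.06) and *P4hb* (-0.24 ± 0.05) fell, with the same counts adjusted over the list alone (median -0.05, camera adjusted p = 0.385, and 0.0347 downwards with TPM). None of 46 oxidative phosphorylation genes was called by edgeR over all genes or over the list alone, with 4 higher and 2 lower at an unadjusted p under 0.05 and none called by limma on FPKM (median 0.04 with TMM and negative with limma on FPKM, TPM and library size, camera adjusted p = 0.263, and 0.017 upwards without a filter). Of 24 apoptosis and survival genes, *Bcl2a1d* rose and *Pmaip1* (NOXA, -1.08 ± 0.11), *Gadd45b* and *Tnfrsf1b* fell, with 4 up and 4 down adjusted over the list alone (median 0.03 with TMM and negative with limma on FPKM, TPM and library size, camera adjusted p = 0.991).

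Retinoid and nuclear receptor genes were lower as a list (11 tested, none up and 3 down, 4 down adjusted over the list alone, median -0.12, camera adjusted p = 0.0275, and adjusted p = 0.205 with an estimated correlation). *Rarg*, a receptor for retinoic acid, fell from 7.27 ± 0.35 to 5.02 ± 0.266 FPKM (-0.46 ± 0.08, adjusted p = 0.0191, called in 2 of 6 fits without 1 library), *Ppard* from 6.85 ± 0.323 to 3.4 ± 0.652 (-0.94 ± 0.13, adjusted p = 0.0103) and *Nr4a2* from 1.46 ± 0.104 to 0.73 ± 0.0529 (-0.92 ± 0.14). *Rxra* stood at 4.6 ± 0.217 FPKM in Ctrl and 4.16 ± 1.91 in Lig (adjusted p = 0.92). The call of the list was lost without Ctrl replicate 3 (adjusted p = 0.0541) or Lig replicate 2 (0.0763), with TPM (0.0853) and with limma on FPKM (0.0583). In the same libraries markers of monocytes and macrophages fell by 0.48 ± 0.05, of dendritic cells by 0.68 ± 0.10, of B cells by 0.80 ± 0.09 and of erythroid cells by 1.48 ± 0.21 (log2, SE). Of 25 tested genes that the study names, a list chosen partly on these samples and so not independent evidence of its direction, 5 rose (*Ifitm1*, *Tnf*, *S100a8*, *S100a9* and *Ceacam1*) and *F13a1* and *Rarg* fell. Adjusted over the list alone, 8 rose and 8 fell. Its median was -0.07 although camera placed it upwards (adjusted p = 0.606). *Ceacam1* (CD66a) went from 55.5 ± 1.09 to 61.4 ± 3.37 FPKM (0.22 ± 0.05, adjusted p = 0.0468), a call kept in 1 of 6 fits without 1 library and not made by limma on FPKM (0.15). *Nr2f6* stood at 1.32 ± 0.167 and 1.28 ± 0.23 FPKM (adjusted p = 0.907).

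Markers of several other marrow cell types were lower in Lig, while those of megakaryocytes and platelets (camera adjusted p = 0.764), eosinophils (0.614) and basophils and mast cells (0.477) were not called. Erythroid genes changed most: 18 of 20 tested fell, all 20 fell when adjusted over the list alone, and the median was -1.58 (camera adjusted p = 1.28e-45, and adjusted p = 0.0744 with an estimated correlation). The globin genes *Hba-a2* (524 ± 90 to 157 ± 20.7 FPKM, -1.66 ± 0.14, adjusted p = 0.00254; chromosome 11, 32296489 to 32297298) and *Hbb-bs* (295 ± 26.8 to 98 ± 12, -1.52 ± 0.10, adjusted p = 0.00193) were the most abundant of their kinds. *Slc4a1*, the anion exchanger of red cells, fell from 12.8 ± 2.27 to 3.6 ± 0.707 FPKM (-1.75 ± 0.17, adjusted p = 0.00337). Of 21 B cell genes, 15 fell and *Cd24a*, which neutrophils also express, rose; adjusted over the list alone, 1 rose and 19 fell (median -0.86, camera adjusted p = 1.36e-23, and adjusted p = 0.0744 with an estimated correlation). *Cd79a*, a subunit of the B cell receptor, went from 54.6 ± 5.42 to 26.3 ± 2.24 FPKM (-0.98 ± 0.09, adjusted p = 0.00298) and *Ighm* from 195 ± 14.7 to 112 ± 6.71. None of the 20 erythroid genes and 1 of the 21 B cell genes belonged to another list. Together the erythroid genes held 0.13% to 0.18% of counts in Ctrl libraries and 0.042% to 0.054% in Lig libraries.

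Further lists of other cell types fell as well. Of 11 dendritic cell genes, 6 fell, and 6 adjusted over the list alone (median -0.68, camera adjusted p = 3.27e-09). Of 11 T and NK cell genes, *Cd2*, *Tcf7*, *Trbc2*, *Gzmb* and *Lck* fell, and 7 fell adjusted over the list alone (median -0.76, camera adjusted p = 4.94e-05). The adjusted p of each of these lists was 0.0744 with an estimated correlation. Of 19 monocyte and macrophage genes, *Klf4*, *F13a1*, *Ctss*, *Axl* and *Ahnak* fell and *Fcgr4* rose, with 1 up and 9 down adjusted over the list alone (median -0.44, camera adjusted p = 4.94e-05, and adjusted p = 0.0744 with an estimated correlation). *F13a1*, a coagulation factor gene of monocytes and platelets, went from 3.61 ± 0.756 to 1.44 ± 0.0889 FPKM (-1.25 ± 0.17, adjusted p = 0.00925). Of 12 plasma cell genes, *Irf4* (14.7 ± 2.55 to 7.06 ± 0.891 FPKM), *Sdc1* and *Mzb1* fell, with 1 up and 4 down adjusted over the list alone (median -0.28, camera adjusted p = 0.00654, and adjusted p = 0.15 with an estimated correlation). Of 5 stem and progenitor genes, *Myb* and *Sox4* fell, and 3 fell adjusted over the list alone (median -0.70, camera adjusted p = 0.000588, and adjusted p = 0.205 with an estimated correlation). Of the members tested, 7 of the dendritic cell list, 4 of the monocyte list, 4 of the stem cell list and 1 each of the T cell and plasma cell lists also belonged to another list.

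**Figure D1:**
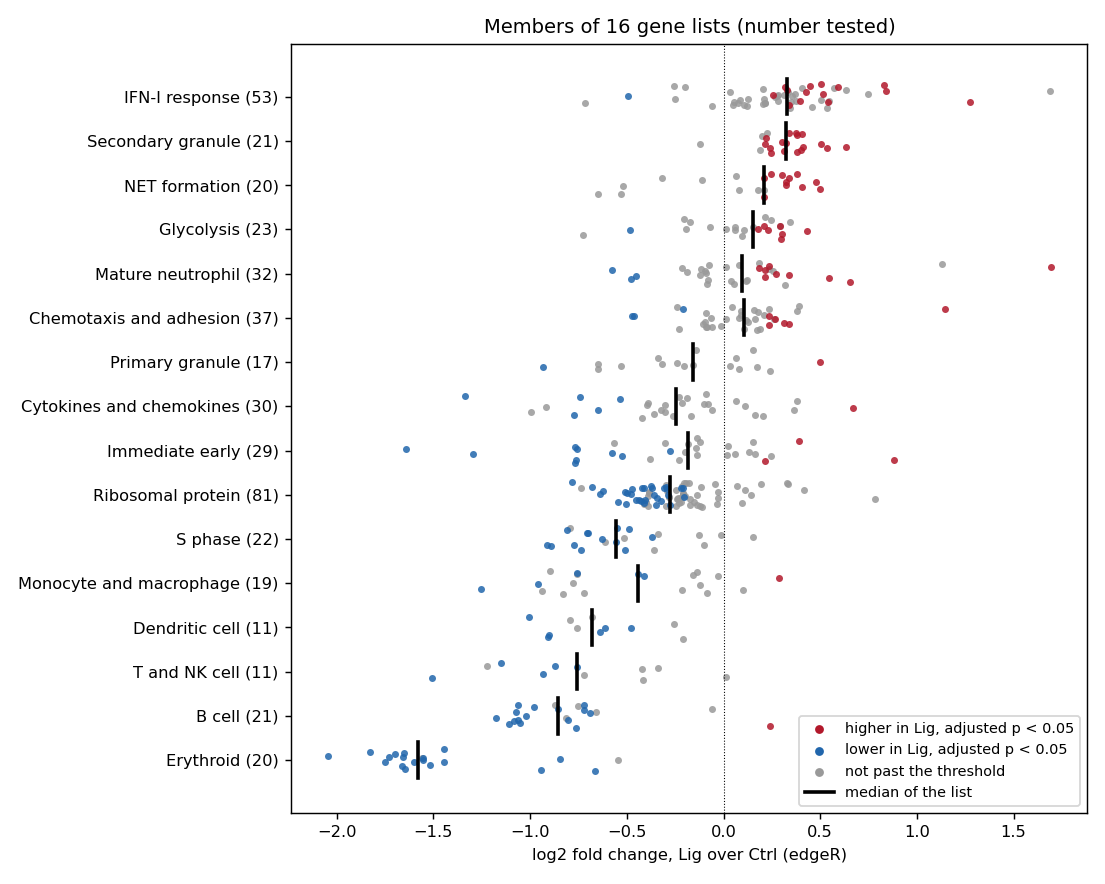
Each point is a gene of 1 of 16 lists, placed by its log2 fold change of Lig over Ctrl from edgeR on the horizontal axis, coloured by whether it passed an adjusted p of 0.05, with a black bar at the median of the list. Medians run from 0.33 for type I interferon response genes to -1.58 for erythroid genes, and those of mature neutrophil, chemotaxis and glycolysis genes lie near 0 and turn negative with TPM.

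**Figure D2:**
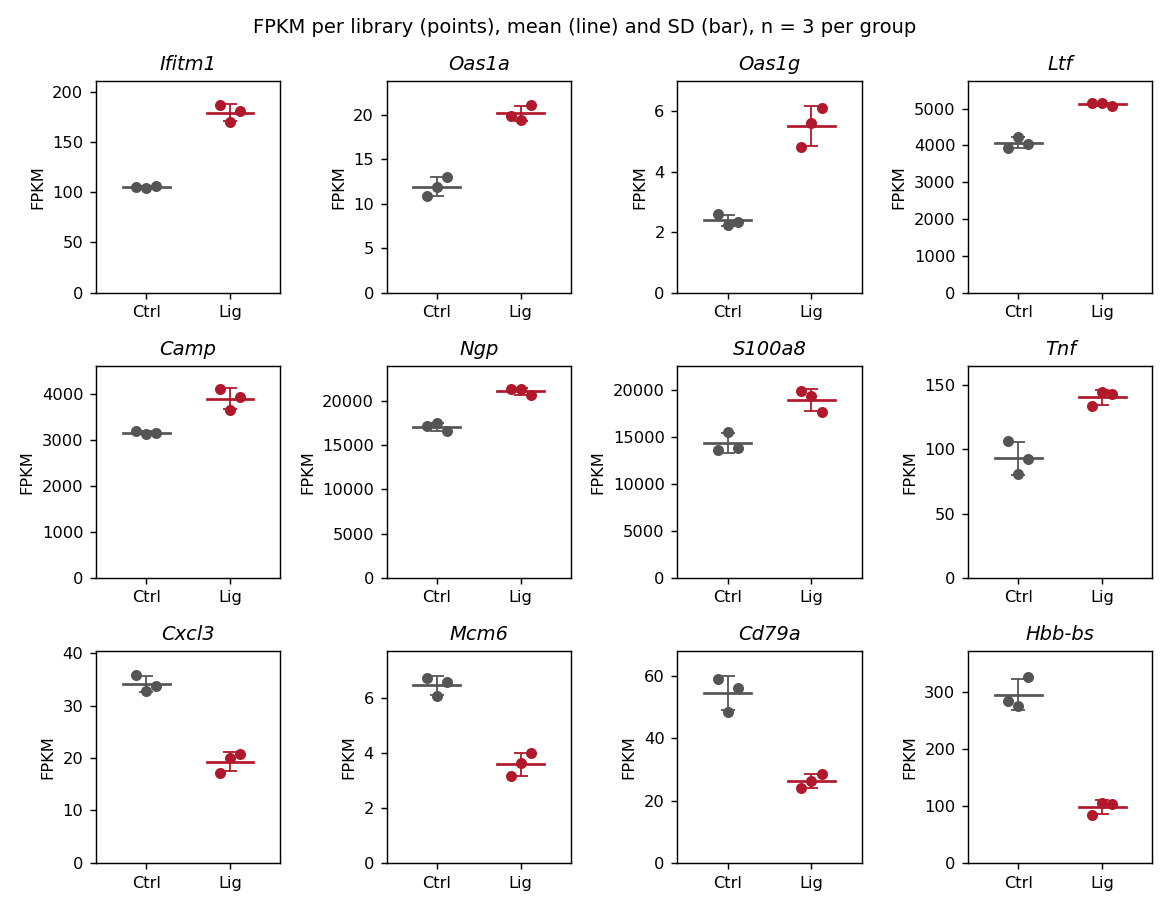
FPKM of 12 genes in each library (points) with the mean (line) and SD (bar) of 3 libraries per group, on linear axes that start at 0. In each panel the 3 Lig libraries lie apart from the 3 Ctrl libraries, as for *Ifitm1* with means of 105 and 179 FPKM and *Hbb-bs* with means of 295 and 98.

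**Figure D3:**
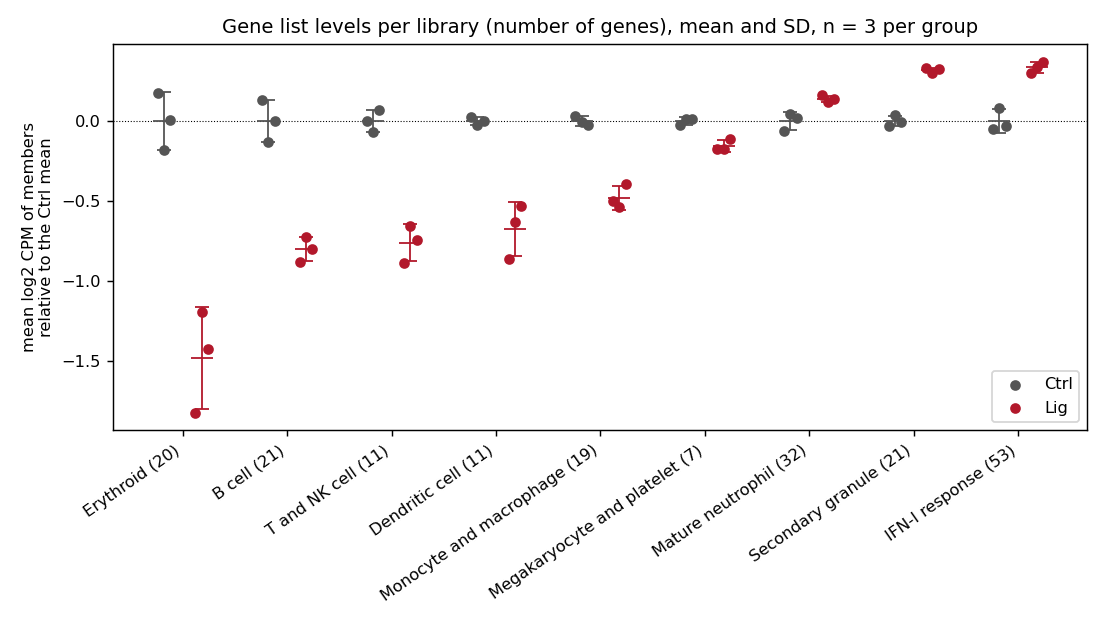
Mean log2 CPM (counts scaled to library size) of the genes of 9 lists in each library, relative to the mean of the Ctrl libraries, with mean and SD of 3 libraries per group. The erythroid level of the Lig libraries lies between -1.83 and -1.20, the B cell level between -0.88 and -0.73, and the secondary granule level between 0.30 and 0.33.

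Gene Ontology terms carried by the deposited table were tested among 7710 annotated genes, of which 351 rose and 589 fell. By one-sided Fisher's exact test, 25 terms were enriched among genes that rose and 48 among genes that fell, of 2234 terms tested. Terms enriched among rising genes included innate immune response (35 of 284 genes, adjusted p = 3.56e-05), negative regulation of viral genome replication (10 of 31, adjusted p = 0.000202) and defense response to Gram-positive bacterium (11 of 49, adjusted p = 0.00177). Among falling genes the terms included cytosolic large ribosomal subunit (21 of 52, adjusted p = 2.23e-07), DNA replication origin binding (8 of 12, adjusted p = 0.000155) and B cell receptor signaling pathway (17 of 78, adjusted p = 0.00798). Of 5 terms that the study's text names, camera called type I interferon signaling pathway (15 genes, 4 up and none down, median 0.31, adjusted p = 0.000187) and respiratory burst (9 genes, 4 up and none down, median 0.21, adjusted p = 0.0319). Their adjusted p was 0.256 and 0.332 with an estimated correlation. Protein folding (70 genes, 2 up and 10 down, adjusted p = 0.0845), response to lipopolysaccharide (115 genes, 8 up and 17 down, adjusted p = 0.274) and response to endoplasmic reticulum stress (58 genes, 2 up and 3 down, adjusted p = 0.491) were not called. The study gave these terms for genes upregulated in neutrophil progenitors in single-cell data, not for sorted neutrophils. Other themes that it gave for neutrophils, such as chemotaxis and degranulation, were not tested with camera as terms.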

Values the study reported

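The study reported that 565 genes were upregulated in common in neutrophils of peripheral blood and of bone marrow after ligature placement, and that 840 were downregulated in both. The ligatures were in place for 14 d.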

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

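Library size without TMM, counts divided by 4 and the counts of Gene Ontology terms under the settings of the gene test were chosen only after seeing the data; the other alternatives were planned. No called gene had the opposite sign under any of the 26 settings of the gene test, apart from 4 genes after quantile normalization, which ties the highest ranks. Of the 172 named genes, 117 passed; 107 of these lost the call under at least 1 setting and none reversed, and 30 named genes passed under another setting only.

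Numbers of genes in Lig moved by over 1.5 times as follows, against 1000 called, 381 higher and 619 lower. With more genes tested (no filter) 410 were lower, and with fewer tested (mean FPKM of at least 5) 604 were called, 228 higher and 376 lower. An unadjusted p under 0.05 with at least 2-fold change gave 203, 27 higher and 176 lower, with 17 terms. DESeq2 gave 1741, 744 higher and 997 lower, and included the 1000 called by edgeR. With limma, higher genes numbered 165 on log2(FPKM + 1), 165 with a pseudocount of 0.1, 233 when scaled without the 50 most abundant genes and 126 with no trend, and with edgeR 176 with library size without TMM. limma without a filter gave 344, 56 higher and 288 lower, with 46 terms, and at a mean FPKM of at least 5 it gave 561, 159 higher and 402 lower. Also with limma, rescaling to TPM gave 97 higher and 1232 lower, quantile normalization 629, 231 higher and 398 lower, and array weights 1111 lower. The cause was not tested except where the number of genes tested differed.

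A block for replicate number, which treats libraries of the same number as pairs, gave 54 genes, 16 higher and 38 lower, of which 52 were among the main calls, and 6 terms. The libraries showed no pairing by number, and the block uses up degrees of freedom. With it, 20 of the 21 lists stayed past the threshold; the list of interferon gamma response genes was lost (adjusted p = 0.0722) and that of tertiary granule genes gained (0.0472).

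With an estimated correlation camera called 0 lists, against 21, and the adjusted p was 0.153 for type I interferon response genes and 0.0765 for secondary granule genes; fry in its mixed form called 34. Both lists passed under all other settings. Gene Ontology terms numbered 124 with genes at an unadjusted p under 0.05, against 73.

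Without 1 library, and so with fewer samples, 278 to 694 genes were called, 83 to 249 higher and 195 to 445 lower; 18 to 23 lists and 29 to 91 terms passed. The adjusted p was 4.43e-15 to 5.65e-11 for type I interferon response genes and 1.03e-13 to 1.03e-11 for secondary granule genes. The number of genes moved by over 1.5 times without Ctrl replicate 1 (378), Ctrl replicate 3 (284), Lig replicate 1 (443), Lig replicate 2 (543) or Lig replicate 3 (278), and that of higher genes also without Ctrl replicate 2 (249). At least 87.5% of the genes called without 1 library were called in the same direction with all 6. The lists that lost their call in at least 1 of these fits were 7 of the 21. With 3 libraries per group, the test on simulated data called 32% of genes changed 1.5-fold. Its libraries had the depth of these, an estimated 12.7 to 15.4 M pairs, which rests on 4 counts per pair. Fewer genes were changed in the simulation (200) than were called here (1000), which makes the adjustment stricter there. For that reason the share may understate what could be detected here. Simulated genes were also drawn independently of each other, with the estimated dispersions taken as true, which may overstate it. How many changes of that size were missed is not known.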

Other observations

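The tests that weigh explanations below were chosen only after the result was seen, and the counts over other splits of the libraries were planned but read after it. Some terms of ribosome assembly were enriched among falling genes, although most of their genes were not called: rRNA processing (23 of 104 genes, Fisher's exact test, adjusted p = 0.000663), small-subunit processome (13 of 30, adjusted p = 4.68e-05) and ribosome biogenesis (18 of 80, adjusted p = 0.00401). Ribosomal protein genes made up 5 of the 23, 1 of the 13 and 1 of the 18 falling genes of these terms. In the same libraries the mean log2 level of erythroid markers fell by 1.48 ± 0.21, of B cell markers by 0.80 ± 0.09 and of stem and progenitor markers by 0.64 ± 0.18 (SE). Among rising genes, below terms such as innate immune response (adjusted p = 3.56e-05), enriched terms included actin binding (22 of 173, adjusted p = 0.00203), actin filament (11 of 47, adjusted p = 0.00126) and Arp2/3 complex-mediated actin nucleation (5 of 14, adjusted p = 0.0234). The latter holds *Actr3*, *Actr2*, *Arpc2*, *Arpc3* and *Arpc4*, parts of the complex that branches actin filaments in moving cells. Iron ion homeostasis (5 of 16, adjusted p = 0.0371) was enriched through *Steap4*, *Ltf*, *Lcn2*, *Sod2* and *Slc40a1*, the last of which encodes the iron exporter. These terms and genes were chosen after their values were seen.

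Mitochondrially encoded genes were not called as a list (29 tested, 2 up, 1 down and 26 not called, with the same counts adjusted over the list alone, median -0.26, camera adjusted p = 0.147). The list was called downwards at a mean FPKM of at least 5 (0.0446), after quantile normalization (0.0214) and without Ctrl replicate 3 (0.00021) or Lig replicate 2 (0.0459). The ribosomal RNAs *mt-Rnr1* (232 ± 8.32 to 288 ± 5.31 FPKM, 0.39 ± 0.05, edgeR adjusted p = 0.00801) and *mt-Rnr2* (0.28 ± 0.05, adjusted p = 0.0174) rose, and *mt-Co3* fell (-0.64 ± 0.12, adjusted p = 0.0245). In the 6 fits without 1 library *mt-Rnr1* was called in 6, *mt-Rnr2* in 2 and *mt-Co3* in 2. *mt-Co3* overlaps *mt-Atp6*, which had 465.33 FPKM in Ctrl and 438.12 in Lig (adjusted p = 0.993). Of 7 megakaryocyte and platelet genes *Rgs18* rose and *Nrgn* fell (camera adjusted p = 0.764), and of 10 basophil and mast cell genes *Hdc* rose and *Gata1* fell (camera adjusted p = 0.477), each with the same counts adjusted over the list alone. *Hdc* and *Gata1* were called in 2 of 6 fits without 1 library, and limma on FPKM did not call *Hdc* (adjusted p = 0.0586). By edgeR none of 10 eosinophil genes (1 at an unadjusted p under 0.05, camera adjusted p = 0.614) and none of 27 replication histone genes (3 at an unadjusted p under 0.05, camera adjusted p = 0.397) passed, and limma on FPKM called none of them. Of 3 stroma and endothelium genes *Col1a1* fell, a call kept in 1 of 6 fits without 1 library and not made by limma on FPKM (adjusted p = 0.0592). Of 4 nuclear-retained RNAs none passed, with none at an unadjusted p under 0.05 and none by limma.

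Erythroid and B cell markers fell in Lig although the sort gates on Ly6G, which should remove both cell types. Their most abundant genes were *Hba-a2* (524 to 157 FPKM) and, apart from *Cd24a*, which neutrophils express, *Ighm* (195 to 112 FPKM). Relative to the B cell level, the erythroid level changed by a further -0.681 ± 0.143 (log2, SE). A cleaner sort that lowers all other cells alike is at odds with this as the only cause. Levels of B cells (-0.803 ± 0.087), T and NK cells (-0.763 ± 0.077) and dendritic cells (-0.676 ± 0.099) fell by similar amounts. Those of monocytes and macrophages (-0.48 ± 0.047) and of megakaryocytes and platelets (-0.155 ± 0.026) fell less. A cleaner sort as part of the cause is therefore not excluded, and expression of some markers by neutrophils may also set levels apart. A lower content of erythroid and B cells in the marrow of ligated mice may also lower their markers. The erythroid change of -1.484 ± 0.211 cannot be told apart from a change in what the sort carried over or in free RNA, since each library is a sorted pool. The study described fewer lymphocytes in the marrow of ligated mice by flow cytometry.

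Secondary granule genes rose by 0.179 ± 0.017 more than mature neutrophil genes. Less RNA of other cells would raise both alike only if neutrophils alone expressed them, which was not checked. Of the 32 mature neutrophil genes, 12 also belonged to another list, and some, such as *Itgax*, fell. The difference therefore cannot decide on this cause. The lowest median of secondary granule genes was 0.172, with TPM, over the scalings other than quantile normalization. After quantile normalization camera still called the list upwards (adjusted p = 1.12e-06 with the preset correlation). camera compares a list with other genes, so that call does not test a shift shared by all genes. Scaling between libraries, apart from quantile normalization, does not account for the rise of these genes as far as tested. A larger share of promyelocytes is at odds with the level of primary granule genes having changed by -0.496 ± 0.109 relative to secondary granule genes. A shift of the sorted cells towards the myelocyte and metamyelocyte stages, at which secondary granule genes are made, is a candidate explanation that was not tested, as is induction within cells of one stage.

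Type I interferon response genes rose by 0.195 ± 0.04 more than mature neutrophil genes, which for the same reason cannot decide on dilution by other cells. Without the *Oas*, *Ifit*, *Ifitm*, *Gbp* and *Slfn* families the median of the 37 genes left was 0.257, with 31 positive, which argues against reads shared between near-identical family members as the cause. The camera p of these 37 genes was 6.21e-06, and the p was 0.0784 with an estimated correlation. From these libraries alone an effect of ligature on interferon signalling remains a hypothesis, since it was found and tested on them. The study ran gene set enrichment on neutrophils and showed interferon response genes in neutrophils of blood or marrow, the latter being the cells sequenced here. It also used other means, such as mice that lack *Ifnar1*, which are not part of these data. Whether it acts in all cells or in part of them was not tested.

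The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05, and the real split, 1 of 10, gave the highest count of each kind. It gave 1000 genes, 21 lists and 73 terms, and the highest of the other splits gave 4 genes, 18 lists and 0 terms. Lists in the other splits numbered 2 to 18. Each of these splits puts libraries of both groups on both sides, so that a group difference adds to the spread and lowers the gene counts. Terms were tested on the genes called, so the count of 0 terms follows from the few genes and is no separate support.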
